# Identification of Potential Novel Biomarkers and Signaling Pathways Related to Otitis Media Induced by Diesel Exhaust Particles Using Transcriptomic Analysis in an *In Vivo* System

**DOI:** 10.1371/journal.pone.0166044

**Published:** 2016-11-10

**Authors:** Hyo Jeong Kim, So Young Kim, Jee Young Kwon, Yeo Jin Kim, Seung Hun Kang, Won-Hee Jang, Jun Ho Lee, Myung-Whan Seo, Jae-Jun Song, Young Rok Seo, Moo Kyun Park

## Abstract

**Introduction:**

Air pollutants are associated with inflammatory diseases such as otitis media (OM). Significantly higher incidence rates of OM are reported in regions with air pollution. Diesel exhaust particles (DEPs) comprise a major class of contaminants among numerous air pollutants, and they are characterized by a carbonic mixture of polycyclic aromatic hydrocarbons (PAHs), nitro-PAHs, and small amounts of sulfate, nitrate, metals and other trace elements. DEP exposure is a risk factor for inflammatory diseases. Our previous study identified potential biomarkers using gene expression microarray and pathway analyses in an *in vitro* system. Although *in vitro* investigations have been conducted to elucidate plausible biomarkers and molecular mechanisms related to DEP exposure, *in vivo* studies are necessary to identify the exact biological relevance regarding the incidence of OM caused by DEP exposure. In this study, we identified potential molecular biomarkers and pathways triggered by DEP exposure in a rodent model.

**Methods:**

Transcriptomic analysis was employed to identify novel potential biomarkers in the middle ear of DEP-exposed mice.

**Results:**

A total of 697 genes were differentially expressed in the DEP-exposed mice; 424 genes were upregulated and 273 downregulated. In addition, signaling pathways among the differentially expressed genes mediated by DEP exposure were predicted. Several key molecular biomarkers were identified including cholinergic receptor muscarinic 1 (CHRM1), erythropoietin (EPO), son of sevenless homolog 1 (SOS1), estrogen receptor 1 (ESR1), cluster of differentiation 4 (CD4) and interferon alpha-1 (IFNA1).

**Conclusions:**

Our results shed light on the related cell processes and gene signaling pathways affected by DEP exposure. The identified biomarkers might be potential candidates for determining early diagnoses and effective treatment strategies for DEP-mediated disorders.

## Introduction

Diesel exhausted particles (DEPs) are a major contributor to air pollutants as they include polyaromatic hydrocarbons (PAHs), n-PAHs, heavy metals and gaseous materials [1]. With increased use of fuel by road vehicles, marine vessels, stationary generators or other applications, the production of DEPs has likewise increased in recent decades. Although several technological advances have alleviated nitrogen oxide emission and reduced the particulate mass produced by diesel engines, such engines still produce high levels of DEPs compared with gasoline engines. Diesel engines are used widely due to their cost efficiency and endurance [2]. Accordingly, many studies have investigated the associated health problems of DEPs [2, 3].

Due to their small particle sizes, exposure to DEPs is associated mostly with respiratory diseases such as asthma. Particles with a diameter less than 10 μm can easily reach the respiratory tract [2, 4]. In epithelial cell membranes of the human respiratory tract, DEPs bind to cytosolic receptors, thereby increasing the release of proinflammatory cytokines such as interleukin (IL)-6, IL-8 and granulocyte-macrophage colony-stimulating factor (GM-CSF) [5]. Epidemiologic studies demonstrated that DEP exposure is related to the morbidities and mortalities associated with respiratory symptoms such as cough, bronchitis, asthma and chronic obstructive pulmonary disease [2]. In addition, nano-sized DEPs have an effect when in direct contact with epithelial cells of the eyes and nose [3].

The middle ear has epithelial cells that can be exposed to DEPs in ambient air. Previously, we investigated the effects of DEPs on human middle ear epithelial cells (HMEECs) [6, 7] and showed that DEPs exerted cytotoxic effects in a time- and dose-dependent manner. DEPs induced the expression of the inflammatory cytokines tumor necrosis factor-α (TNF-α) and cyclooxygenase-2 (COX-2) as well as mucin (MUC5B) in HMEECs [6]. Furthermore, by performing gene expression microarray and pathway analyses, we identified potential biomarkers related to particulate matter- and DEP-induced HMEEC changes in an *in vitro* system [7]. Numerous genes and signaling pathways were differentially expressed in response to DEPs in an *in vitro* system, suggesting that DEP exposure to the otitis media (OM) exerted pathophysiologic injuries [7].

Although investigations using an *in vitro* system identified several plausible biomarkers for DEP-related OM, the *in vitro* system excluded various cellular signaling, cell-cell, and cell-tissue interactions that should be considered in an *in vivo* system. Thus, it is necessary to perform *in vivo* studies to delineate the *in situ* biological responses of OM exposed to DEPs. To the best of our knowledge, no studies have conducted transcriptomic analysis using an *in vivo* DEP-treated middle ear system. Therefore, we performed microarray and pathway analyses on DEP-treated mouse middle ear cells. We identified gene expression profiles and suggested potential biomarkers for DEP-triggered OM.

## Materials and Methods

### Ethical considerations

This study was approved by the Institutional Animal Care and Use Committee (IACUC) of the Soonchunhyang University and the Seoul National University Hospital (14-0093-S1A0). All experiments were conducted in accordance with the IACUC guideline. Mice were anesthesized with zoletile (40mg/kg) and rompun (5mg/kg) before sampling. Ketoprofen (2mg/kg) was administered to ease the pains related with experiments. Every other effort was provided to alleviate suffering of mice. At the end of the experiments, all mice were sacrificed with a CO2 chamber.

### Preparation of DEPs

DEPs (National Institute of Standards and Technology, Gaithersburg, MD, USA) were prepared as described previously [6]. DEPs were suspended in sterile saline (0.9% NaCl) containing Tween 80 (0.01%). To minimize aggregation, particle suspensions were sonicated for 15 min and vortexed prior to use. DEPs were prepared at a concentration of 0.6 mg/mL for inhalation and 2000 μg/μL for injection.

### DEP-treated mouse model

Nine male BALB/c mice (6–10 weeks old) were used in this study. The mice inhaled 2000 μg/μL DEPs for 1 h on days 1, 2, 3, 4 and 5. All mice were sacrificed on day 14, and the temporal bone areas including the middle ear were harvested.

### Gene expression microarray

Microarray analyses were performed as described previously [7]. After dissection of mouse middle ears, total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s recommendations. RNA quality was determined using the Agilent Bioanalyzer Nano Chip 2100 (Agilent Technologies, CA, USA). The RNA samples were then labeled using the Low Input Quick Amp Labeling Kit (Agilent Technologies), in accordance with the manufacturer’s protocol. Labeled cRNA was hybridized onto the Mouse (V2) Gene Expression Microarray 4x44K (ID G2519-026655; Agilent Technologies) followed by manual washing according to the manufacturer’s procedures. The array was scanned using the Agilent DNA MicroArray Scanner, and probe signals were quantified using Feature Extraction software (version 10.10.1.1; Agilent). Normalized data were analyzed using Subio platform v1.16.4376 (Subio Inc., Japan). All our dataset are available at the repository of Gene Express Omnibus (GSE86844).

### Pathway analysis

The molecular pathways of the differentially expressed genes identified by microarray were analyzed using Pathway Studio web-based edition 11.0.6 software (Ariadne Genomics, Rockville, MD, USA). This program integrates relevant information among imported genes, allowing for the identification of biological pathways, gene regulation networks and protein interaction maps.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

To validate gene expression levels, qRT-PCR was performed on six genes that showed markedly different expression levels in DEP-treated mice on microarray analysis (cholinergic receptor, muscarinic 1 [CHRM1], erythropoietin [EPO], son of sevenless homolog 1 [SOS1], estrogen receptor 1 [ESR1], cluster of differentiation 4 [CD4] and interferon alpha-1 [IFNA1]) using cDNA from mouse middle ear tissue. The primers designed are shown in Table 1. Total RNA was isolated from mouse middle ear tissue using the RNeasy Mini kit (Qiagen) as specified by the manufacturer. RNA (1 μg) was used for cDNA synthesis reactions using the ImProm-II Reverse Transcription System (Promega, USA). qRT-PCR was performed using the Rotor-Gene Q (Corbett Robotics, Australia). cDNA (2 μL) corresponding to 4 ng RNA was used for qRT-PCR. Each reaction was carried out in a 20-μL volume containing SYBR Premix Ex Taq (Takara Bio, Japan), cDNA and 100 nmol each primer. Thermal cycling conditions consisted of initial denaturation at 95°C for 5 min, followed by 40 cycles at 95°C for 5 s, 58°C for 20 s, and 72°C for 20 s. The fluorescence from the qRT-PCR products was measured at the end of each extension step. To confirm whether only one product was amplified, a melting curve analysis of PCR products was performed at the end of each PCR step. Data were analyzed using Rotor-Gene analysis software (Corbett Research, Australia). All samples were normalized to GAPDH as an internal control gene according to the 2-ΔΔCT method. The mRNA expression levels were indicated as fold-changes relative to the control levels. Mean values and standard deviations were determined from triplicate samples. The qRT-PCR results were compared with the microarray data.

**Table 1:** Sequences of primer oligonucleotides used for quantitative real-time PCR in this study.

Gene	Forward primer (5’→3’)	Reverse primer (5’→3’)
GAPDH	GAGAAACCTGCCAAGTATG	GTTGCTGTAGCCGTATTC
CHRM1	CCAGCCTTACTTCCATTTC	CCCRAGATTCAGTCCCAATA
EPO	GGAAGAACAGGCCATAGA	GAGCTTGCAGAAAGTATCC
SOS1	GTGGGCATCTCTCATAGT	GTCCACTTCTGCTCTTTATC
CD4	GGCTCAGCTCAACAATAC	CCAAGGAAACCCAGAAAG
IFNA1	CCTGCTCTCTAGGATGTG	GCAGATGAGTCCTTTGATG
ESR1	CCGTGTGCAATGACTATG	CTGCTAGGTTGGTCAATAAG

## Results

### DEP-related gene expression profile in an *in vivo* model

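Extracts of dissected middle ears were compared on 4 two-colour arrays, each of which carried an extract labelled as the ear of a DEP-treated mouse in the red dye Cy5 and an extract labelled as a control ear in the green dye Cy3. The exposed mice inhaled DEPs for 1 h on each of 5 days and were killed on day 14. The paper used 9 mice, and its text does not give the number of mice behind an extract. The dyes were not swapped on any array, so a preference of a transcript for 1 dye cannot be told apart from an effect of exposure. Which channel holds which group is known from the sample labels alone. These name the source of each channel but list the treatments of both groups under the red one and none under the green one, so the source names were followed, and ratios are therefore given for the channel labelled DEP over the channel labelled control. The authors' image software subtracted the background, corrected the signals of each array for the dyes, and wrote a log10 ratio per spot, which was converted to log2 here. Spots flagged as outliers and spots without a ratio were left out, and a probe needed a ratio on at least 3 arrays, which left 31577 of 39429 probes. Probes were named through the accession that each one targets, which gave a symbol to 27655 probes, and a gene was represented by its brightest probe. The ratios were tested against 0 with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over all probes tested. The number of arrays limits the precision, and an exact sign-flip test of 4 ratios, with 8 patterns, cannot give a p under about 0.13. Between 25773 and 27177 probes per array were well above background in Cy5, against 23351 to 26800 in Cy3. The lowest signal of such a probe lay between 18.7 and 23.5 in Cy5 and between 17.6 and 41.8 in Cy3, depending on the array. Where 1 channel of a probe was not well above background on any array, only a lower bound of the fold is given, and none unless the other channel was so on all 4 arrays. The bound comes from each channel's signals after normalization, and it stays open to dye bias.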

To identify the genes are altered in expression in response to DEP exposure, we investigated gene expression levels using microarray analysis. 

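Of the 25679 genes tested, 1731 had a mean ratio past 2-fold between the channel labelled DEP and the channel labelled control. The limit was passed by 160 genes when every array with a ratio had to pass it in the same direction. This alternative moved the number most. Of the 1731 genes, 1149 also had an unadjusted p under 0.05 from limma's moderated test, and 646 had one when each probe's variance was taken from its own ratios alone. Whatever the fold, 4791 genes had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment, 0 genes had a p under 0.05 in limma's moderated test and 0 in the ordinary test of the same ratios, with a smallest adjusted p of 0.0922 in the former. With another background correction (normexp) and each array centred on its median, 2988 genes had an adjusted p under 0.05 from limma. Of these, 2784 were higher in the channel labelled DEP. With the same correction and loess normalization within arrays instead of centring, 0 genes had one, and limma's smallest adjusted p was 0.269. The 4 arrays differed in their ratios. Pearson's r across probes, which are not independent replicates, was 0.61 between arrays 1 and 2, 0.38 between 1 and 3, 0.37 between 2 and 3, 0.29 between 3 and 4, 0.14 between 2 and 4 and -0.22 between 1 and 4. The SD of the ratios across probes was 0.97 on array 1 and between 0.63 and 0.69 on the others.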

In the microarray gene expression analysis, a total of 697 genes were differentially expressed more than 2-fold in response to DEP exposure. Among these genes, 424 were upregulated and 273 downregulated. 

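By direction, 610 of the genes past 2-fold were higher and 1121 were lower in the channel labelled DEP. With an unadjusted p under 0.05 as well, 382 were higher and 767 lower. Both channels of the brightest probe were well above background on all 4 arrays for 18347 genes, of which 129 were past 2-fold higher and 449 past 2-fold lower in the channel labelled DEP. A further 177 higher and 202 lower genes were measured in both channels on some arrays. For 219 genes past 2-fold only the channel labelled DEP was well above background on any array, and for 173 only the channel labelled control was. Neither channel was well above background on any array for 382 of the genes past 2-fold, so that no fold can be given for these.

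**Figure D1:**
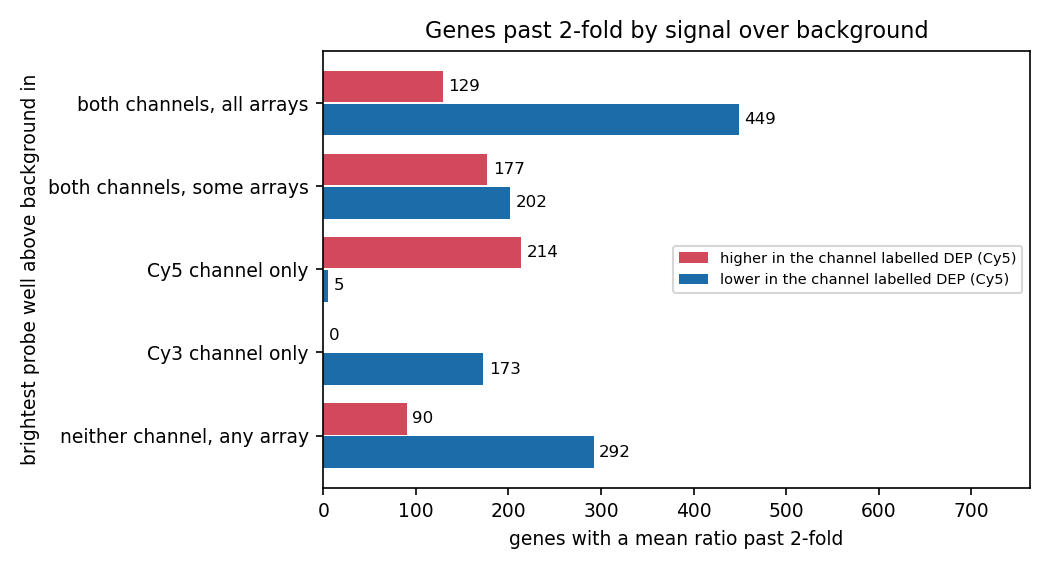
Number of genes with a mean ratio past 2-fold (horizontal axis), by the channels and arrays on which the brightest probe was well above background (vertical axis). Red bars count genes higher and blue bars genes lower in the channel labelled DEP; the 129 and 449 genes in the top pair are those measured in both channels on all 4 arrays.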

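The array carries 2 probes for CHRM1. The brighter one (A_55_P2055262) was well above background in Cy5 on 2 arrays and in Cy3 on 3. Its mean log2 ratio was -1.21 ± 1.35 (SD, n = 4 arrays), with a standard error of 0.53 and an adjusted p = 0.305 from limma, and it was lower in the channel labelled DEP on 3 of 4 arrays. Its SD between arrays exceeded the size of the mean, which ranged from -1.66 to -0.61 with 1 array left out, the latter without array 3. The other probe for CHRM1 (A_52_P393577) was not well above background in either channel on any array. The same held for the only probe for EPO (A_51_P143659), so that no fold can be given for EPO.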

Several genes encoding secreted proteins including CHRM1 (P = 0.02) and EPO (P = 0.03) were upregulated after exposure to DEPs. On the other hand, several IL2 expression targets genes such as ESR1 (P = 0.01), forkhead box P3 (FOXP3) (P = 0.01), SOS1 (P = 0.04) and IFNA1 (P = 0.01), were significantly downregulated by DEPs (Tables 2 and 3).

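The brightest of 2 probes for ESR1 (A_52_P237077) was well above background in both channels on all 4 arrays. Its mean log2 ratio was 0.46 ± 0.23 (SD, n = 4 arrays; standard error 0.13), higher in the channel labelled DEP on 4 of 4 arrays, with an adjusted p = 0.20. The other probe for ESR1 (A_55_P2030883) was well above background only in Cy5, where its signal was at least 1.06-fold higher. SOS1 was measured on all arrays in Cy5 but on 1 array in Cy3. Its ratio was 1.06 ± 0.59 (standard error 0.25, adjusted p = 0.163), again higher in the channel labelled DEP on 4 of 4 arrays. IFNA1 was measured on all arrays in Cy5 and on 2 in Cy3. Its ratio of 0.74 ± 0.27 (standard error 0.14, adjusted p = 0.134) was above 0 on 4 of 4 arrays. FOXP3 was well above background on 2 arrays in Cy5 and on none in Cy3, so that no fold is given.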

**Table 2:** Analysis of enrichment of pathways or groups among up-regulated genes against DEPs.

Name	Overlapping genes in up-regulated genes
Secreted proteins	PTF1A;SLITRK1;CACNA1B;PDZD2;RIMS2;SLC1A2;CHST10;EPO;CRP;GRM5;FGF8;KCNE1;GRIK2;NPAS1;PCLO;ATOH7;KALRN;ATP6V1B1;CHRM1;CACNB2;GABBR2;MID1
GuanylateCyclase Pathway	GRIK2;KCNIP1;KALRN;RIMS2;SLC1A2;KCND3;KCNJ3;PCLO;MID1;KCNC3;KCNE1
Proteins Involved in Pathogenesis of Epilepsy	GRIK2;KCNIP1;SLC1A2;GRM5;GABBR2;CHRM1
Proteins Involved in Pathogenesis of Amyotrophic Lateral Sclerosis	SLC1A2;GRM5;EPO

**Table 3:** Analysis of enrichment of pathways or groups among down-regulated genes against DEPs.

Name	Overlapping genes in down-regulated genes
IL2 Expression Targets	ESR1;FOXP3;SOS1;IFNA1
Proteins Involved in Pathogenesis of Systemic Lupus Erythematosus	CD4;APOH;IFNA1;ESR1
Proteins Involved in Pathogenesis of Glioblastoma	GAST;LRP1;CDK6;WT1
Endometrial Cancer Overview	ESR1;SOS1;CDK6;SUV39H2
Model of T-cell Maturation	FOXP3;SOS1;CD4;CDK6

### Prediction of potential molecular signaling networks involved in DEP-triggered cellular responses

The molecular signaling networks among the genes differentially expressed in response to DEP exposure were analyzed to predict and identify the relevant molecular pathways in an *in vivo* system. Direct interaction pathways among the upregulated and downregulated genes are illustrated in Figs 1 and 2, respectively. Numerous genes were related to each other through several key modulator genes in both the upregulated and downregulated pathways. Several genes that encoded secreted proteins such as EPO, CHRM1, CACNA1B and PTF1A were identified as major regulators in numerous direct pathways among the upregulated genes (Table 2 and Fig 1). 

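Table 2 lists 26 genes, of which 25 had a probe with ratios. No probe could be matched to MID1. By mean log2 ratio, 24 of the 25 genes were lower in the channel labelled DEP and 1 (FGF8) was higher. For 16 the ratio was past 2-fold, in each case lower in the channel labelled DEP. After normexp correction and loess normalization within arrays, 24 genes were still lower but only 2 were past 2-fold. An unadjusted p under 0.05 was found for 17 genes. Over all probes tested 0 of the 25 had an adjusted p under 0.05, and with the genes of Tables 2 and 3 adjusted over the list alone 17 had one, which is not independent evidence because the genes were chosen on these arrays. The median ratio of the 25 genes was -1.68, -1.64, -0.72 and -0.59 on arrays 1 to 4. Both channels were well above background on at least 1 array for 14 of them, and 13 of these 14 were lower. Among the other 11, neither channel was well above background on any array for 5, EPO, CACNA1B, PTF1A, CRP and KCNE1, and only Cy3 was for 6. Genes past 2-fold that were measured in both channels on all arrays included SLITRK1, PCLO and SLC1A2. The mean log2 ratio of SLITRK1 was -1.87 ± 1.64 (SD, n = 4 arrays; standard error 0.64, adjusted p = 0.240), lower on 3 of 4 arrays. PCLO had -1.66 ± 1.44 (standard error 0.57, adjusted p = 0.239), lower on 4 of 4 arrays, and its other probes differed. Of those measured as fully, A_55_P2014750 had a mean of -2.11, lower on 4 of 4 arrays, and A_55_P2058143 a mean of 0.00023. A further probe (A_52_P336904) was well above background on 2 arrays in Cy3 and on none in Cy5.

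**Figure D2:**
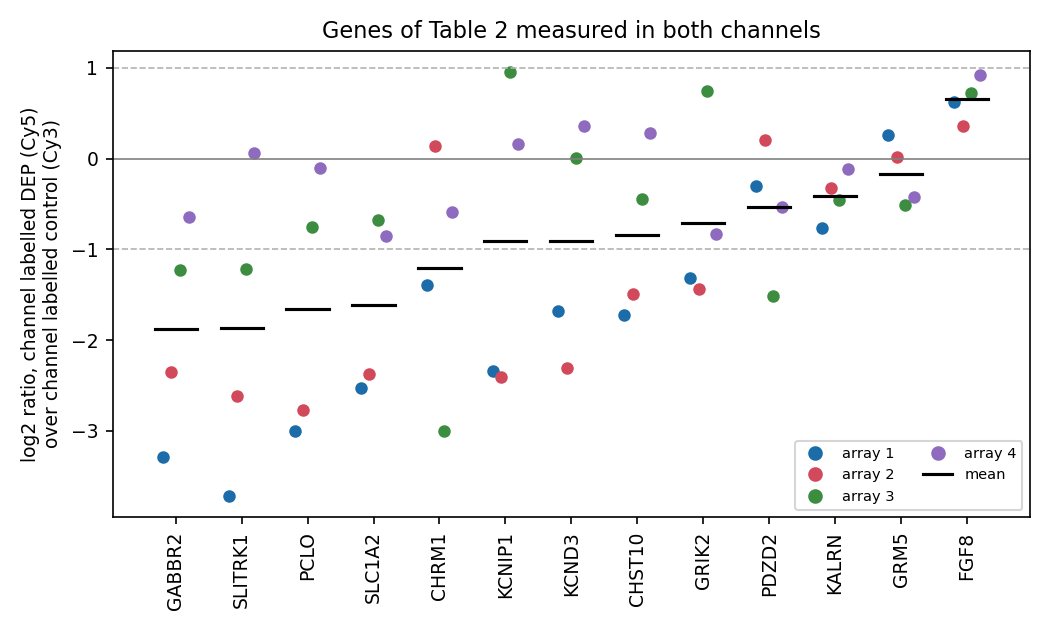
Log2 ratio of the channel labelled DEP over the channel labelled control (vertical axis) for 13 of the 14 genes of Table 2 that were measured in both channels on at least 1 array (horizontal axis). Points are the 4 arrays, black lines their means and dashed lines 2-fold. The mean lies below 0 in each gene drawn except FGF8.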

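All 11 genes of Table 3 had a probe with ratios. The mean log2 ratio was higher in the channel labelled DEP for 9 of them, with FOXP3, ESR1, IFNA1 and SOS1 among these, and lower for 2, CD4 and LRP1. With each array centred on its median after normexp correction, 10 were higher. The ratio of 6 genes was past 2-fold, and 0 were past it after normexp correction with either normalization. An adjusted p under 0.05 was reached by 0 genes over all probes and by 9 adjusted over the list alone, a list that was itself drawn from these arrays. Medians over the 11 genes were 0.75, 0.76, 0.68 and 0.91 on arrays 1 to 4. Over the 4 genes measured in both channels on all arrays they were 0.29, 0.35, 0.01 and 0.08. In 5 genes the channel labelled control was not well above background on any array. Of these, CDK6 was measured on all arrays in the channel labelled DEP and was at least 1.50-fold higher there, and no fold is given for GAST, WT1, FOXP3 and APOH, which were not. LRP1 had a ratio of -0.26 ± 0.21 (SD, n = 4 arrays; standard error 0.13, adjusted p = 0.333), and SUV39H2 had 0.53 ± 0.26 (standard error 0.14, adjusted p = 0.184). Both were measured in both channels on all arrays.

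**Figure D3:**
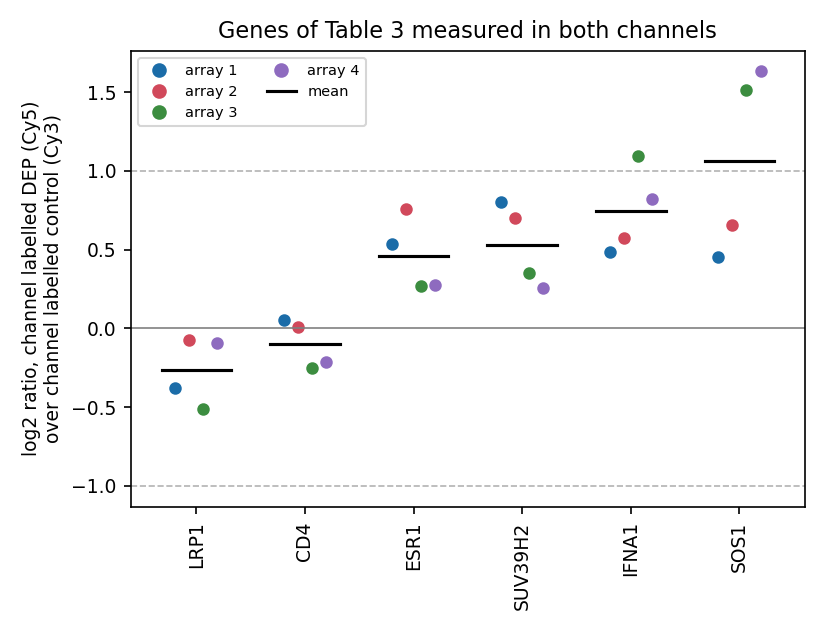
Log2 ratio of the channel labelled DEP over the channel labelled control (vertical axis) for the 6 genes of Table 3 that were measured in both channels on at least 1 array (horizontal axis). Points are the 4 arrays, black lines their means and dashed lines 2-fold. The means of 4 genes lie above 0 and those of LRP1 and CD4 below.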

With respect to direct pathways among the downregulated genes, we identified several genes involved in immunological pathways such as FOXP3, ESR1, IFNA1, CD4 and SOS1 (Table 3 and Fig 2). Among them, CD4, ESR1 and FOXP1 were identified as key nodes in this pathway.

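The brightest probe for CD4 (A_55_P2013655) was well above background in both channels on all 4 arrays and had a mean log2 ratio of -0.10 ± 0.15 (SD, n = 4 arrays; standard error 0.11, adjusted p = 0.649), below 0 on 2 of 4 arrays. The sign changed to 0.28 with median centring after normexp correction and to 0.53 when the mean of its probes was taken. A second probe for CD4 was not well above background in either channel on any array. FOXP1 is measured by 3 probes, all well above background in both channels on all arrays. Their mean log2 ratios were -0.28 ± 0.28 for the brightest (standard error 0.15, adjusted p = 0.362), -0.31 ± 0.30 and -0.02 ± 0.27. With median centring the brightest gave 0.10.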

**Fig 1:**
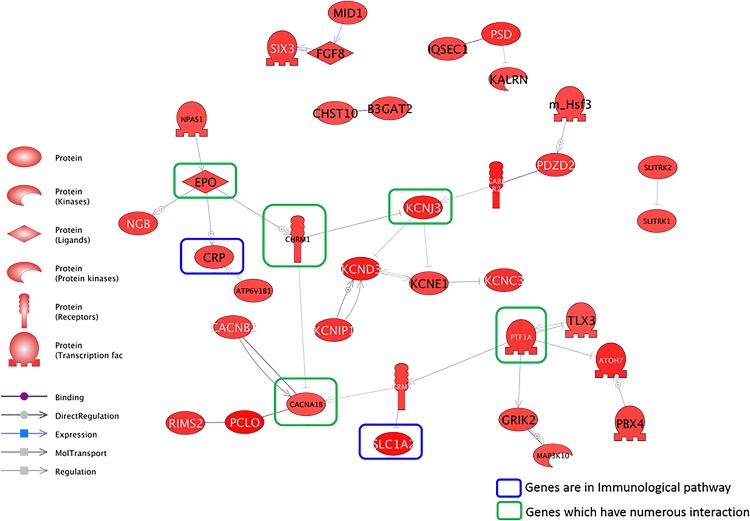
Direct signaling pathways among the genes upregulated in response to diesel exhaust particles (DEPs) in an *in vivo* system. The genes in the green box (C-reactive protein [CRP] and solute carrying family 1 member 2 [SLC1A2]) are involved in immunological pathways, whereas the genes in the blue box (erythropoietin [EPO], potassium inwardly rectifying channel, subfamily J, member 3 [KCNJ3], cholinergic receptor, muscarinic 1 [CHRM1], and Ca-channel, voltage-dependent, N type, alpha 1B subunit [CACNA1B]) have numerous interactions.

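The brightest of 3 probes for SLC1A2 (A_55_P1955412) was measured in both channels on all 4 arrays. Its mean log2 ratio was -1.61 ± 0.98 (SD, n = 4 arrays; standard error 0.39, adjusted p = 0.167), lower in the channel labelled DEP on 4 of 4 arrays. Its 2 other probes were each well above background on 2 arrays in Cy3 and on none in Cy5. KCNJ3 was well above background on 2 arrays in Cy3 and on none in Cy5, so that no fold is given. No fold can be given for CRP or CACNA1B, for which neither channel passed background on any array.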

**Fig 2:**
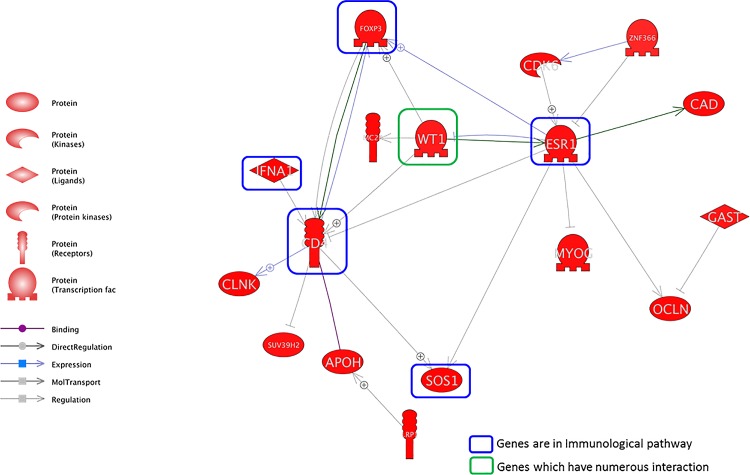
Direct signaling pathways among the genes downregulated in response to DEPs in an *in vivo* system. The genes in the green box (cluster of differentiation 4 [CD4], estrogen receptor 1 [ESR1], interferon alpha-1 [IFNA1], son of sevenless homolog 1 [SOS1], and forkhead box P3 [FOXP3]) are involved in immunological pathways, and the gene in the blue box (Wilms’ tumor 1 [WT1]) has numerous interactions.

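WT1 was well above background in Cy5 on 3 arrays and in Cy3 on none. The size of its fold was therefore not measured.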

### Cell signaling networks related to DEP-induced OM

To identify the relationship between DEPs and OM, we analyzed the signaling pathways involved in OM. We found that the OM-related cellular processes included immune system function and hearing function, and the OM-related diseases included hearing loss, infection, neoplasm and sepsis. Next, we matched the DEP-responsive genes in the direct signaling pathway (Figs 1 and 2) to these cellular processes and diseases. The results demonstrated considerable links between the OM-related signaling pathways and DEP-responsive genes. In particular, EPO was related to OM among the upregulated genes (Fig 3). The downregulated genes such as CD4, IFNA1 and ESR1 in OM also showed numerous relationships with DEP-responsive genes. Most notably, IFNA1 demonstrated strong relationships with OM-related diseases, and CD4 showed strong relationships with OM-related cell processes including those involved in the immune system (Fig 4).

**Fig 3:**
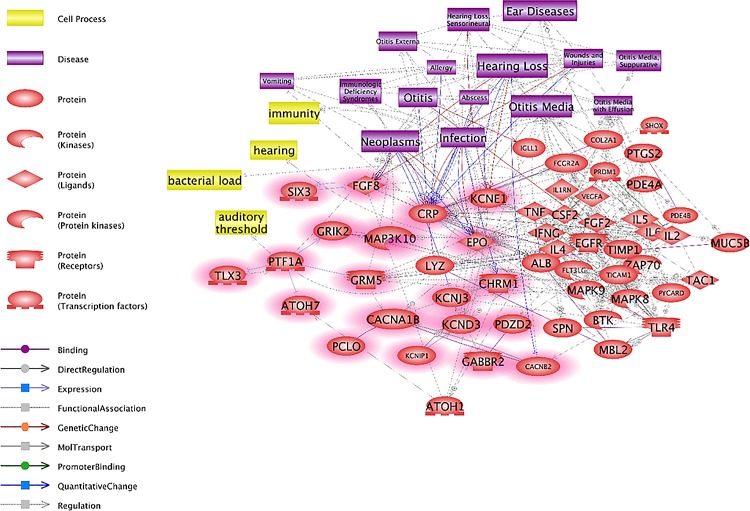
Otitis media (OM)-related signaling pathways among the upregulated genes. The genes upregulated by DEPs, determined by microarray analysis, are highlighted in red. OM-related diseases such as ear disease, hearing loss, infection and neoplasm are associated with the genes upregulated by DEP exposure.

**Fig 4:**
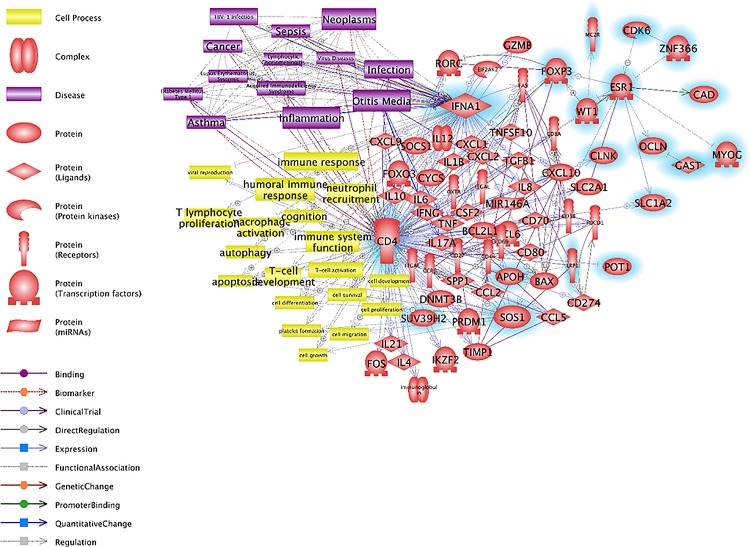
OM-related signaling pathways among the downregulated genes. The genes downregulated by DEPs, determined by microarray analysis, are highlighted in blue. OM-related cell processes such as those involved in the immune responses against diseases and inflammation are associated with the genes downregulated by DEP exposure.

### qRT-PCR expression levels of the potential biomarkers for DEP-related OM

Based on the microarray and pathway analyses, we investigated several genes (CHRM1, EPO, ESR1, SOS1, CD4 and IFNA1) as candidates for DEP-responsive biomarkers. 

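For 5 of these genes the signals of the brightest probe could be read on at least 1 array in each channel. As a geometric mean over the 4 arrays after dye normalization, the signal of ESR1 was 114 in the channel labelled DEP and 83.4 in the channel labelled control, and that of CD4 was 1879 and 2015, in the same order. EPO had no signal well above background in either channel. Of the 5 genes, only ESR1 and CD4 were well above background in both channels on all arrays, so no mean signal is given for CHRM1, SOS1 and IFNA1. From the microarray ratios and the pathway analysis, the paper proposes these genes as candidate biomarkers of DEP exposure and goes on to measure them by qRT-PCR.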

To validate these microarray results, we examined the expressed transcript levels by qRT-PCR. In accordance with the results of the microarray data, the expression levels of CHRM1 and EPO were increased, whereas those of ESR1, SOS1, CD4 and IFNA1 were decreased (Fig 5).

**Fig 5:**
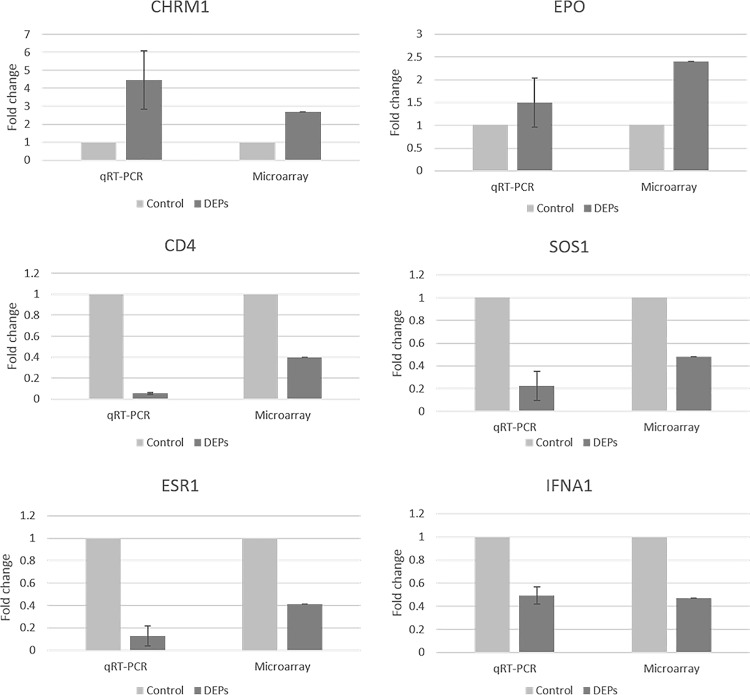
DEP-induced upregulated and downregulated genes validated by quantitative real-time polymerase chain reaction (qRT-PCR). Among the upregulated genes, CHRM1 was overexpressed 4-fold, and EPO was overexpressed 1.5-fold. All of the downregulated genes (SOS1, CD4, IFNA1 and ESR1) showed 2-fold decreased expression.

## Discussion

As industrialization has facilitated the advances of vehicles and factory products in modern society, humans have been afforded greater conveniences. However, such industrialization has created environmental pollutants, especially air pollution by heavy metals, particulate matter and DEPs. DEPs are generated by the burning of diesel fuel and are spread directly to and widely throughout the atmosphere. Consequently, people are exposed to contaminated air that includes DEPs. Numerous studies have described the toxic effects of DEPs including inflammation, cytotoxicity and genotoxicity [8–10]. *In vitro* and *in vivo* studies indicate that generation of reactive oxygen reaction species is a main mechanism of DEP toxicity [8–10]. Oxidative stress induced by DEPs can cause DNA damage and antioxidant defense activation or depletion [9, 11, 12]. Numerous PAHs in DEPs form PAH-DNA adducts, which result in various genotoxic events [9, 10]. Moreover, DEPs are suggested to induce apoptosis, allergic responses, airway inflammation and cytokine expression [13–15]. Respiratory epitheliums are one of the susceptible organs to the adverse effects of DEPs due to the direct contact of DEPs with the epithelial surface [16, 17]. For similar reasons, the middle ear is a target region for DEP-related inflammatory diseases.

We identified the genes that were altered in expression upon exposure to DEPs. Furthermore, the signaling networks of DEP-related OM were investigated. Our data showed that altered expression of numerous genes is related to the immune response in diverse cellular processes. Although the pathway networks of DEPs and OM showed no obvious relationship, the differentially expressed genes were related to immune responses. Numerous genes were related to secreted proteins, IL2 expression and T-cell maturation (Tables 1 and 2). A previous study demonstrated that human subjects exposed to DEPs had significantly increased immune responses in bronchial tissue [18]. In addition, DEPs induced oxidative stress and pro-inflammatory responses in an immune cell line [19]. Figs 3 and 4 represent the signaling pathways involving the differentially expressed genes and OM-related diseases, cell processes and proteins. These two pathways elucidated the relationships between OM and DEPs and demonstrated many signaling connections.

The downregulated genes *CD4*, *IFNA1* and *ESR1* are related to the immune system. In particular, *CD4* is an essential component of the human immune system [20]. Sharma et al. (2011) reported that reduced CD4+ T-cell generation might contribute to the otitis-prone condition in young children [21]. *IFNA1* encodes an interferon-alpha protein and is involved in the immune system via macrophages [22]. *ESR1* is expressed in circulating human lymphocytes and regulates the inflammatory response [23–25]. Another downregulated gene, *SOS1*, encodes a guanine nucleotide exchange factor [26]. SOS1 is related to signaling transduction involved in cell growth and differentiation regulation by promoting the exchange of Ras-bound GDP with GTP [27]. Specifically, *SOS1* regulates several signaling pathways related to T-cell responses [28, 29]. *SOS1* knockout mice exhibited impaired T-cell migration via activation of the PI3K/AKT pathway [28]. Moreover, *SOS1* regulation sustained Erk activation, which is associated with T-cell differentiation and proliferation [29].

The present study showed upregulation of *CHRM1* and *EPO* in response to DEP exposure. *CHRM1* encodes muscarinic acetylcholine receptor M1 protein, which binds acetylcholine, thereby mediating cellular responses such as adenylate cyclase inhibition, phosphoinositide degeneration and potassium channel mediation [30]. MI receptors are crucial in epithelial cell proliferation [31] and in releasing neutrophil and monocyte chemotactic factors from epithelial cells [32]. *EPO* encodes erythropoietin, a protein that controls erythropoiesis and production of red blood cells [33]. In addition, the middle ear in subjects having OM with effusion demonstrated elevated levels of EPO, eosinophils and neutrophils [34]. Allergic inflammation with elevated eosinophils in the middle ear can cause OM with effusion [35].

*CD4*, *EPO*, *SOS1* and *IFNA1* are related to several cellular mechanisms such as hematopoietic cell lineage determination, gonadotropin-releasing hormone (GnRH) signaling, cytokine-cytokine receptor interactions and endometrial cancer. We showed in a previous study that these pathways are also related to the DEP-induced biomarkers identified in our *in vitro* system [7]. Hematopoietic cell lineage and cytokine-cytokine receptor interactions are relevant to the immune system. Based on existing studies and our previous study [7], we suggest that the genes *CHRM1*, *EPO*, *SOS1*, *CD4*, *IFNA1* and *ESR1* are potential biomarkers for DEP exposure.

This study investigated the relationship between DEPs and OM using microarray analysis to elucidate the gene expression levels in response to DEP exposure. Among the genes that were upregulated or downregulated two-fold, we analyzed the signaling pathways from two different points of view and validated several genes. After comparing with existing studies, we obtained possible biomarkers of OM induced by DEP exposure. Our results might be useful for diagnosing DEP-induced OM. Furthermore, these results will contribute to future studies examining the mechanisms of DEP-induced OM.

How the deposited data were processed for this re-analysis (not part of the article)

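Gene expression was measured in extracts of mouse middle ears on 4 two-colour 4x44K arrays of 1 slide and 1 scan, so that no batch could be tested. On each array the source names in the sample labels give the DEP ear as Cy5 and the control ear as Cy3. The labels are not consistent in this, since they list both treatments under the Cy5 channel and none under the Cy3 channel; the source names were followed. The arrays were treated as 4 replicates of 1 comparison, DEP against control. The labels do not pair any samples beyond the array they share, and 0 columns of values were left without a sample.

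The authors quantified the spots with Feature Extraction 10.10.1.1 and deposited 1 file per array. Its signals are intensities, and the deposited processed intensity is background-subtracted, spatially detrended and normalized for the dyes within the array. The deposited log10 ratio is that of Cy5 over Cy3 processed signal, and it is 0 where the software gives no ratio. A table of the authors' log10 ratios, deposited beside these files, holds the same values rounded to 3 significant digits and was used as an alternative. The paper's methods name a further analysis platform without stating a test or a filter.

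The log10 ratios were multiplied to the log2 scale. Control spots, spots flagged in either channel as non-uniform or as population outliers (between 164 and 274 per array) and spots without a ratio (between 6179 and 8558 of 43020 per array) were left out, and saturated spots were kept. Spots of a probe were averaged. The files have no column of gene names, contrary to what was planned, so probes were named through their accessions with the RefSeq table of assembly GRCm38.p6, which matched 27655 of 39429 probes; the others kept their accession or probe identifier. That table was used for names only. A gene was represented by its probe with the highest mean signal. In limma 3.58.1 under R 4.3.3, an intercept was fitted to the 3 or 4 ratios of each probe with lmFit and eBayes (prior degrees of freedom 1.98). A gene counted as past 2-fold by its mean ratio. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

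The fit was tested on simulated ratios for the comparison of DEP against control: of 200 probes changed among 31577, 77 probes were called at an adjusted p under 0.05, 1 of them false. It recovered 60 of 100 probes changed by 2 on the log2 scale and 16 of 100 changed by 1. The simulated noise was normal and drawn independently for each probe. Shifts shared by many probes of an array, as in the real ratios, were left out. The simulated counts therefore do not measure false calls or recovery in the real data. The precision is limited by the number of arrays and by signal over background. The share of probes well above background ranged from 65.4% to 68.9% in Cy5 and from 59.2% to 68.0% in Cy3.

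The genes named are those that the text or Tables 1 to 3 of the paper name, and the 5 with the largest mean ratio in each direction among genes with a brightest probe well above background in at least 1 channel on all arrays, the same sign on all arrays and, as no gene passed after adjustment, an unadjusted p under 0.05. That rule, 18 lists of marker genes, the tests and most alternatives were set before the data were examined. The lists were tested with limma's camera at an inter-gene correlation of 0.01, and 17 of them had genes enough for a test. They cover neurons, cerebellum, astrocytes, myelin and oligodendrocytes or Schwann cells, inner ear, B cells, T cells, macrophages and monocytes, neutrophils and precursors, erythroid cells, airway-type epithelium, bone and cartilage, skeletal muscle, inflammatory cytokines and chemokines, the interferon response, the aryl hydrocarbon receptor and oxidant response, and Y-linked genes. The list for X inactivation gave no result, as its transcript was not above background.

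The alternatives were normexp background correction with an offset of 50, followed by loess or by centring each array on its median; the deposited ratio table; filters that keep only probes well above background in 1 channel or in both on all arrays; keeping spots with neither channel above background, or flagged spots; eBayes with an intensity trend; an ordinary least-squares test without moderation; the mean of a gene's probes; counting a gene if any probe passes; requiring 2-fold on every array; fry and camera with estimated correlation for the lists; and leaving out each array in turn, where 2 ratios were enough. Where 2-fold was required on every array, an array without a ratio was passed over. Normexp used the median spot signals, since the files hold no mean signals, which is a second departure from the plan. The pathway analysis was not repeated, as its software and database were not available, and the qRT-PCR measurements were not analysed here.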

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

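The tests of nervous tissue in the extracts labelled DEP and of the spike-in transcripts were chosen only after the results were seen; the marker lists themselves, and the test for more nervous tissue in DEP samples, were set beforehand.

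Genes of nervous tissue, which the paper does not discuss as a group, were lower in the channel labelled DEP. The median log2 ratio was -1.03 over 14 genes of neurons (lower for 14 of 14), -1.42 over 13 genes of cerebellum (lower for 13 of 13) and -1.14 over 9 genes of astrocytes (lower for 8 of 9), with adjusted p values from limma's camera of 0.00011, 0.00011 and 0.0154. These calls held neither with fry (adjusted p = 0.475 for each) nor with camera at an estimated correlation (adjusted p = 0.975 for each), and for astrocytes not without replicate 1 (-0.72, adjusted p = 0.113) or without replicate 2 (-0.91, adjusted p = 0.063). The 3 lists moved unequally on the arrays. The medians of neurons on arrays 1 to 4 were -2.57, -1.33, -0.75 and 0.29, those of cerebellum -2.47, -3.16, -0.13 and 0.24, and those of astrocytes -2.53, -1.37, -0.60 and 0.28. Abundant genes of the 3 lists were strongly expressed: Snap25 had a signal of 8112 in Cy5 and 12870 in Cy3, Itpr1 3951 and 10157, and S100b 31677 and 37565. Both channels were well above background on all arrays for 13, 8 and 9 genes of the lists, so the studied extracts express most of them in either group. The astrocyte list holds 1 gene of Table 2 (SLC1A2), the other 2 lists none, and 1 gene of the cerebellum list, Pvalb, is also in the list of skeletal muscle.

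A lower share of nervous tissue in the extracts labelled DEP is a candidate explanation for the lower Table 2 genes on arrays 1 and 2, where the cerebellum list, which holds no gene of that table, had medians of -2.47 and -3.16. On array 3 it is left open, because the cerebellum list lay at -0.13 there and the lists of neurons and astrocytes at -0.75 and -0.60, with the genes of Table 2 at -0.72. On array 4 it is left open as well. The listed genes outside Tables 2 and 3 had a median of 0.26 there, and the genes of Table 2 one of -0.59, but the 9 of these that were well above background in both channels on all arrays had one of -0.11, so that the lower ratios on array 4 come largely from genes not measured in full. Myelin genes, at -0.30 (adjusted p = 0.471), did not pass the test. More nervous tissue in the DEP samples, the explanation set beforehand, would need these lists higher in DEP. The neuron list at -1.03 goes against it as the channels are labelled but would favour it if the extracts had been exchanged. The arrays cannot tell these apart, because their direction rests on the labels alone. An exchange of the channels inside the files is argued against by the spike-in transcripts, whose observed log ratios followed the expected ones on all 4 arrays with a slope of at least 0.869. A change of the same transcripts by the exposure itself remains open and was not tested.

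The ratio of the probe A_55_P2146655, one of the 5 largest in its direction, was 3.21 on array 1 and between 1.51 and 1.67 on the others, a larger gap than 4 samples allow by chance at the 95% level. Its channel labelled control was not well above background on any array, so the size of these ratios was not measured; its bound is at least 1.58-fold higher in the channel labelled DEP. Of 65 values tested in this way 1 stood out, fewer than the 1 in 20 that chance gives. No biological explanation was tested for it.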

How the results depend on the processing

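The counts by measured fold or bound, and the values of single other probes, were chosen after seeing the data; the other alternatives were set before. The number of genes past 2-fold, 1731, fell to 449 with normexp and loess, 605 with normexp and median centring, 808 and 578 with probes well above background in 1 channel or in both, 160 with 2-fold required on every array, and 963 with folds counted only where both channels were measured and bounds elsewhere, these from mean signals that take in arrays with the brighter channel near background. It ranged from 1548 to 2716 with 1 replicate left out, the highest without replicate 4. Of the 449 genes, 445 were among the 1731. The share of them higher in the channel labelled DEP was 35.2%, but 17.6% with normexp and loess, 63.6% with median centring, which moved the median over all genes from 0.03 to 0.12 on the log2 scale, and 22.3% with both channels required.

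The number with an unadjusted p under 0.05 as well, 1149, was 236 with normexp and loess, 301 with median centring, 409 and 267 with 1 or both channels required and 646 without moderation of the variance. It ranged from 992 to 2174 with 1 replicate left out, the latter without replicate 4. Here the share higher in the channel labelled DEP was 33.2%, against 1.69% with normexp and loess, 62.5% with median centring and 4.49% with both channels required. Of the 301 genes under median centring, 87 were among the 1149. Genes with an adjusted p under 0.05 numbered 0 in all settings except normexp with median centring, which gave 2988. For the changes with normexp the cause was not tested; the filters and the requirement on every array test fewer genes or demand more.

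Of the genes of Table 2, 24 of 25 were lower in the channel labelled DEP, and 10 of 11 and 9 of 9 among probes well above background in 1 channel and in both. Past 2-fold lower were 16, against 2 with normexp and loess, 2 with median centring, 5 and 4 with the filters. Of the genes of Table 3, 9 of 11 were higher, and 5 of 7 and 2 of 4 with the filters. Past 2-fold higher were 6, against 0 with normexp and loess, 0 with median centring, 2 with 1 channel and 0 with both channels required.

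The marker lists of neurons (-1.03), cerebellum (-1.42) and astrocytes (-1.14) lost their calls with fry and with camera at an estimated correlation, which leave the medians as they are, and astrocytes also with median centring (-0.75). With each replicate left out the median of astrocytes ranged from -1.61 to -0.72, that of neurons from -1.58 to -0.63 and that of cerebellum from -1.95 to -0.97, and these 2 lists stayed past the test in all 4 cases. The T cell list was past the test in no setting. The erythroid list, at -0.02, ranged from -0.16 to 0.31 with 1 replicate left out, the latter without replicate 1. The trend and the ordinary test have no counterpart in camera and were not run for the lists. The median correlation between arrays was 0.33, 0.26 with both channels required and 0.23 with normexp and loess, while that of arrays 2 and 4 changed sign to -0.041 and -0.022 in these.

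For 46 named genes, 634 values under alternatives included 19 with a changed sign, in 11 genes whose ratio was not called. With median centring these were CD4 (0.28), GAST (-0.00292), LRP1 (0.089), FOXP1 (0.098) and PTGS2 (-0.060). With the mean of a gene's probes they were FGF8 (-0.12), CD4 (0.53) and GAPDH (-0.11). With other probes they were KALRN (0.086), PCLO (0.00023), PDZD2 (0.040, with Cy3 above background on no array) and GAPDH (-0.23, -0.044, -0.21, -0.014 and -0.31). With 1 replicate left out CACNB2 ranged from -0.80 to 0.011 (without replicate 1) and GAPDH from -0.12 (without replicate 4, and -0.055 without replicate 3) to 0.21. Median centring also brought 6 genes past an adjusted p of 0.05. Signal over background limits which folds can be given. With normexp and loess, whose offset draws the ratios of low signals toward 0 by construction, 42 of the 46 ratios lay nearer 0, and 9 were past 2-fold, against 28.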

Differences from the paper's values

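For 33 of 36 genes of Tables 2 and 3 the direction is that of the paper only after the ratio is inverted, so the numbers below are set against the channel labelled control over the channel labelled DEP. FGF8, CD4 and LRP1 have the paper's direction as labelled. Without inversion, median centring is the only alternative to give both numbers past 2-fold within 1.5 times of the paper's. It gives 385 higher against the paper's 424 and 220 lower against the paper's 273. This match in number does not extend to the genes of the tables. Of those above background in some channel, only GAST (-0.00292) took the paper's direction with it, and CD4 (0.28) and LRP1 (0.089) lost it. The alternatives named without another remark were set before the data were examined.

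The paper reports 697 genes past 2-fold, against 1731 here by mean ratio. The difference is under 1.5 times with normexp and median centring (605) and with probes well above background in 1 channel (808) or in both (578), and also at 963 with folds counted only where measured and bounds elsewhere, which was chosen after seeing the values. It stays larger with the other alternatives. For the paper's 424 upregulated genes, 1121 were higher in the channel labelled control (610 in the channel labelled DEP). Normexp and loess (370) and the filters on 1 channel (513) and both (449) come within that limit and the others do not. For the paper's 273 downregulated genes, 610 were found on the inverted scale. Median centring (385), the filter on 1 channel (295) and, chosen after seeing the values, measured folds or bounds (306) come within it and the others do not.

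With an unadjusted p under 0.05 required as well, 1149 genes stand against the paper's 697. The test without moderation of the variance (646) and leaving out replicate 2 (992) come within 1.5 times and no other alternative does. For the paper's 424 upregulated genes the number is 767 on the inverted scale. It comes within 1.5 times without moderation (376), without replicate 1 (611) and without replicate 2 (586), and with no other alternative. For the paper's 273 downregulated genes it is 382, already within 1.5 times. Without moderation it is 270, and without replicate 2 it is 406. The test without moderation thus lay nearest to the paper on all these numbers, on the inverted scale. Its p values for brightest probes are as near as allowed for FOXP3, SOS1 and IFNA1, but not for CHRM1, EPO and ESR1. The paper states no test.

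The paper's P for CHRM1 is 0.02, against an unadjusted p from limma of 0.0725. Of the alternatives taken singly, only the mean of the gene's probes (0.0146) is as near as rounding and 1.5 times allow. That mean takes in a probe (A_52_P393577) above background in neither channel. For this probe, looked at after seeing the values, the ordinary test without moderation gave 0.0153. For EPO, which was not well above background, the paper gives 0.03 and limma 0.0153, with 0.0361 without replicate 1 and 0.0221 without replicate 4 the only ones as near. For ESR1 the paper gives 0.01 and limma 0.0185. Of the alternatives taken singly, only the filters on 1 channel (0.0142) and both (0.0131) come as near. The ordinary test of its other probe (A_55_P2030883), looked at after seeing the values, gave 0.0140. For FOXP3 the paper gives 0.01 and limma 0.00066, and only the test without moderation (0.00591) comes as near. For SOS1 the paper gives 0.04 and limma 0.00813, and only that test (0.0372) and leaving out replicate 3 (0.0342) come as near. For IFNA1 the paper gives 0.01 and limma 0.00359, with the test without moderation (0.0121), the intensity trend (0.00731), leaving out replicate 1 (0.00567) and leaving out replicate 2 (0.0130) as near and no others.

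The microarray fold of CD4 is about 0.40 in Fig. 5, read by eye as DEP over control, against 1.07 here for control over DEP as labelled (a log2 ratio of -0.10 for DEP over control), and no alternative tabulated closes the gap. The second probe for CD4 (A_52_P383089), looked at after seeing the values, has a ratio that lies within 1.5 times of the figure, but it was above background in neither channel and measures no fold. That of ESR1 is about 0.41 in Fig. 5, read by eye, against 0.728 for control over DEP as labelled (a log2 ratio of 0.46). The mean of the gene's probes gives 0.604, and it takes in the probe A_55_P2030883. That probe, chosen after seeing the values, has a ratio within 1.5 times of the figure as well, but its channel labelled control was above background on no array, so that only a bound is measured, at least 1.06-fold higher in the channel labelled DEP. The other alternatives do not close the gap.

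The paper states that the genes of Table 2 were upregulated. Of 25 with a probe, 24 were lower in the channel labelled DEP, with a median log2 ratio of -1.26. It states that the genes of Table 3 were downregulated, and 9 of 11 were higher in that channel, with a median of 1.06. FGF8 (0.66 as labelled), CD4 (-0.10) and LRP1 (-0.26) run against the tables once inverted. The paper names FOXP1 as a key node among the downregulated genes, while Table 3 lists FOXP3 and not FOXP1. FOXP1 was at -0.28 in its brightest probe.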

Other observations

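The tests of chance with an unadjusted p, of dye bias, of wrong dyes, of array 4 and of the 4 well-measured genes were chosen only after the results were seen. Those of the adjusted count, of signals near background in both tables and of T cells were set before.

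Reversing the sign of the ratios of some arrays gives 8 patterns, the real one included, so that the share as large as the real one is never under about 0.13. For genes past 2-fold with an unadjusted p under 0.05, 2 of 8 patterns gave as many genes: the real one with 1149 and that with array 4 reversed with 1177. For genes with an adjusted p under 0.05, 8 of 8 gave as many, as each gave 0, the real one included. Neither comparison could have excluded chance, whatever its outcome, and chance is therefore not excluded. A dye bias that is alike on all arrays is argued against as the whole cause of the ratios, since r of arrays 1 and 4 was -0.46 among probes well above background in both channels and -0.45 with normexp and loess. Its part in the mean ratios of the 1149 genes cannot be told apart from an effect of exposure, because 0 arrays had their dyes swapped. An exchange of the extracts of array 4 between the dyes would make its ratios run against those of each other array. Among probes well above background in both channels, r with arrays 1, 2 and 3 was -0.46, -0.04 and 0.15, and this is left open because a dye bias shared by the arrays might give a small r above 0.

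Of the 22 genes of Tables 2 and 3 past 2-fold, 15 had a brightest probe that was well above background in neither channel on all 4 arrays, a share of 68.2%, against 53.3% of all genes past 2-fold and 21.4% of all genes. Signals near background are therefore a candidate explanation for much of the size of these ratios. For the 4 genes of the tables past 2-fold that were measured in both channels on all arrays, this is left open: 4 genes remained past 2-fold with only such probes kept, but that filter removes none of them, and with normexp and loess 2 stayed past 2-fold. Whether fewer T cells in the DEP samples lie behind the ratios of Table 3 is left open: the T cell list had a median of 0.19 (adjusted p = 0.554), with 4 of 13 genes lower in the channel labelled DEP and the others higher, which decides nothing. What biology lies behind either table was not tested.

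The signs of both tables are opposite to the paper for 33 of 36 genes. The paper's qRT-PCR, not analysed here, reports CHRM1 and EPO increased and ESR1, SOS1, CD4 and IFNA1 decreased. As labelled, the array ratios ran the other way for CHRM1 (-1.21), ESR1 (0.46), SOS1 (1.06) and IFNA1 (0.74). CD4 (-0.10) ran the same way, and EPO was not well above background. An exchange of extracts would give such opposite signs, but none of these ratios had an adjusted p under 0.05. If the extracts had been labelled with the wrong dye, genes of the aryl hydrocarbon receptor and oxidant response might be lower in the channel labelled DEP. Their median was 0.17, with 2 of 12 genes lower, but camera did not call it (adjusted p = 0.471), and the alternatives ranged from 0.00357 with fry to 0.975. A wrong dye and a right one cannot be told apart from this. The best-known gene of that list, Cyp1a1, singled out after its values were seen, had log2 ratios of 6.53, 1.14, 3.39 and -4.52 on arrays 1 to 4, with signals of 3910 in Cy5 and 42.2 in Cy3 on array 1 and of 28.7 and 659 on array 4. Its mean was 1.64 ± 4.66 (SD, n = 4 arrays; standard error 1.81, adjusted p = 0.642).

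None of the other lists passed the test with all 4 arrays. Their median log2 ratios were 0.11 for B cells (adjusted p = 0.624), -0.01 for Y-linked genes (0.554), 0.00 for airway-type epithelium (0.693), 0.18 for bone and cartilage (0.471), -0.02 for erythroid cells (0.886), 0.15 for inflammatory cytokines and chemokines (0.471), 0.04 for the inner ear (0.554), 0.00 for the interferon response (0.554), 0.18 for macrophages and monocytes (0.707), -0.03 for neutrophils and precursors (0.921) and 0.06 for skeletal muscle (0.921). Median and mean differ in sign for erythroid cells, neutrophils and precursors, the inner ear and the interferon response, and the test's direction was down for these. With 1 replicate left out, the medians of several lists crossed 0. They ranged from -0.11 to 0.40 for cytokines and chemokines, -0.14 to 0.23 for the inner ear and -0.15 to 0.36 for skeletal muscle. The ranges were -0.21 to 0.27 for neutrophils and precursors, -0.19 to 0.17 for airway-type epithelium and -0.10 to 0.10 for the interferon response. Those of B cells, Y-linked genes, bone and cartilage, and macrophages and monocytes stayed on 1 side of 0. An adjusted p under 0.05 was reached with median centring by bone and cartilage and by skeletal muscle, without replicate 1 by bone and cartilage and by erythroid cells, and without replicate 2 by cytokines and chemokines.

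Among genes the paper mentions as known responses, MUC5B had a log2 ratio of -1.41 ± 0.85 (SD, n = 4 arrays; standard error 0.34, adjusted p = 0.167), lower in the channel labelled DEP on 4 of 4 arrays. TNF had 0.73 ± 0.41 (standard error 0.19, adjusted p = 0.173), higher on 4 of 4, with Cy3 well above background on 2. PTGS2 was well above background in Cy5 on 3 arrays and in Cy3 on none, and no fold is given. The gene of IL-6 had a mean of 0.77, with -0.44, 0.25, 1.30 and 1.98 on arrays 1 to 4. That of GM-CSF (Csf2) had a mean of -0.15, with 0.49, -1.43, 0.13 and 0.20. How far the signals of both lay above background is not given here. The 7 probes for GAPDH had means between -0.31 and 0.03. Their medians were -0.65, -0.29, 0.31 and 0.35 on arrays 1 to 4, and the brightest rose to 1.08 with median centring.

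The 5 genes with the largest ratios lower in the channel labelled DEP were Syt1 (-2.69), Tenm1 (-2.57), Crtam (-2.40), Syt4 (-2.29) and Rnf112 (-2.19), each lower on 4 of 4 arrays, with adjusted p values between 0.164 and 0.250. Tenm1 was well above background in Cy5 on 1 array. Of those higher, Rnase2a was measured in both channels on all arrays, at 1.95 ± 1.63 (adjusted p = 0.228), with 4.34 on array 3 and a mean of 1.15 without replicate 3. For Pigw, Tex19.2 and Hamp the channel labelled control was not well above background on any array, and they were at least 1.67-fold, 1.26-fold and 1.67-fold higher in the channel labelled DEP.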
